A study of Homo sapiens with 7 samples. Its data were reported in "Potent Stimulation of the Androgen Receptor Instigates a Viral Mimicry Response in Prostate Cancer" (2022).

How the data were processed

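Androgen receptor (AR) binding was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in LNCaP, an androgen-responsive prostate cancer cell line. Per the labels, cells received vehicle (0.1% ethanol), 1 nM methyltestosterone (MeT) or 1 nM dihydrotestosterone (DHT) for 4 hours. Before treatment, per the paper, the cells grew for 2 days in phenol red-free medium with charcoal-stripped serum, which is depleted of androgen. The series held 7 samples. The 6 immunoprecipitated libraries, 2 replicates in each of the 3 groups, each came with a peak list, and the 1 input library came without one.

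The authors aligned the reads to the hg19 genome with Bowtie2, called peaks with MACS2 and used deepTools. The versions and the calling threshold were not given in the sources used here, and neither was the use of the input library as the control for calling. Each deposited list held the chromosome, start and end of every peak, and its unit was recorded as "other". The lists held 0 further columns, so no score, summit, height or q value was available, and peaks were ranked within each library by their width in place of a score. Read depth was unknown. Printed intervals for observed shares are Wilson 95% confidence intervals and cover counting error among regions only, and ranges beside shares of random placements come from the spread of the placements.

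The tests, lists, motifs and the rule for naming genes were fixed before the data were examined. Peak numbers, base pairs covered and median widths per library used all deposited peaks. All steps on regions kept the peaks on the 24 standard chromosomes. The consensus of a condition was made with bedtools 2.31.1 by merging the peaks of both replicates and keeping merged regions with a peak of each replicate, at a minimum overlap of 1 bp. Shared regions were MeT consensus regions that overlapped a DHT consensus region. MeT-only and DHT-only regions were those of 1 consensus without an overlap with the other, whatever the single libraries held. Overlaps were set against 1000 placements of the regions at random on the same chromosome, or 100 placements for overlaps between single libraries and for the annotation. Positions are given from 1.

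Numbers of peaks were compared on the log2 scale by a two-sided exact permutation test over the 4 libraries of a pair of groups. With 2 libraries against 2 there are 6 splits, and the smallest p that this design can give is 0.333. The 95% confidence interval of the difference used the pooled SD of the log2 counts. Replicate numbers were shared between groups, but the labels do not say that equal numbers were prepared together, so they were used as a block only as an alternative. Within each MeT library, peaks in shared and in MeT-only regions were ranked by width and compared by the rank-sum probability with a two-sided permutation test of 100000 resamples, whose smallest p is 1e-05. Regions are not biological replicates, so tests over regions describe these lists and not the spread between experiments. For lists of equal length, each androgen library was reduced to its 2207 widest peaks.

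Motifs were counted in the 200 bp around each region centre and in 2 flanking windows of the same size 2 kb away, on both strands. The 12 motifs were the androgen response element (AGAACANNNTGTTCT, with up to 3 mismatches over its 12 fixed bases), the androgen response half-site, forkhead (TRTTTAC), GATA, HOXB13, NKX3-1, NFI, ETS, AP-1, E2F, CTCF and the interferon response element. Fisher's exact test was two-sided, with Benjamini-Hochberg adjustment over 36 tests, or over the 12 motifs where 2 sets of regions were compared with each other. Motif shares at matched width compared 1802 shared with 1802 MeT-only regions in bins of 10 bp.

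Genes were the 19856 protein-coding genes of GENCODE 44 placed on GRCh37. The 15 gene lists were androgen-induced genes, androgen-repressed genes, AR cofactors and prostate lineage factors, DNA replication, DNA repair, DNA methylation and Polycomb, viral sensing and interferon, MHC class I presentation, lipid and sterol synthesis, steroid metabolism, and markers of liver, skeletal muscle, neurons, leukocytes and fibroblasts. Of 267 list entries, 266 were matched, 6 of them through older symbols. A gene was counted when a consensus region lay within 100 kb of its body. Neighbouring genes of a list were each counted even where they shared a region. The random lists were not matched on position, which can lower the p of a list with clustered members. Counts were compared with 10000 random lists of the same size matched on 10 gene length groups, one-sided for a higher count, with Benjamini-Hochberg adjustment over the lists of a cistrome. The smallest p that 10000 lists can give is 0.0001. Promoters were taken as 1 kb around a transcription start site.

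The rule for named genes and regions took every vehicle peak, up to 5 in each library. It took the 10 shared, 10 MeT-only and 5 DHT-only regions with the best mean rank in the libraries of their androgens. From every list it took up to 5 genes with the most MeT consensus regions within 100 kb, ties by best rank. From the lists of cofactors, DNA methylation, viral sensing and MHC class I it took any gene with a site. Genes and windows in the closing section with the most sites were chosen after their values were seen.

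The code was tested on simulated data. All of 2000 planted sites were found in both simulated lists (100%). Planted elements with 3 mismatches were found in 100% of 790 windows, while 13.85% of unplanted windows held a match. Any list was called in 6 of 100 random sets of regions. These sets had the length of the DHT consensus, regions placed independently and fewer random lists than the main test. False calls were not checked at the length of the MeT consensus or with clustered regions. With a site given to 80% of the members, 15 of 15 lists were called at the length of the DHT consensus and 12 of 15 at the length of the MeT consensus.

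Alternatives for the consensus were a 50% reciprocal overlap, replicate 1 peaks that overlapped a replicate 2 peak, the widest 50% of each list, lists of equal length and the replicate block. Peak numbers were also replaced by base pairs covered, and equal-length lists were also taken at 500 and 1000 peaks. For the rank, shared regions were also defined by a single DHT list, with 10000 resamples. Motifs were also counted in windows of 100 and 400 bp, with 2 or 4 mismatches, and against random placements. Gene lists were also tested at 10 and 50 kb from the gene body, at 100 kb from the start site, without matching on length and with the reciprocal overlap. Promoters were also taken as 5 kb, and each library was left out in turn. The planned threshold on q values and the share of repeats could not be run, because the lists held no q values and the reference sequence held 0 soft-masked bases. Peaks on other contigs were left out of the comparisons of regions, but not of peak numbers. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.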

Results

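AR peaks were listed for 6 LNCaP libraries, 2 replicates each of vehicle, 1 nM MeT and 1 nM DHT, all after 4 hours. DHT is the 5α-reduced androgen formed from testosterone, and MeT is testosterone with an added methyl group at carbon 17. The vehicle lists held 4 and 2 peaks in replicates 1 and 2. The MeT lists held 6606 and 24375 peaks, and the DHT lists held 2209 and 5621. The lists covered 0.537 and 0.21 kb of hg19 sequence in vehicle, 1729 and 7890 kb in MeT, and 492 and 1468 kb in DHT. Median peak widths were 132.5 and 105 bp in vehicle, 246 and 300 bp in MeT, and 208 and 247 bp in DHT. The files gave no read counts, so the depth of the libraries was unknown.

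The first question was how much AR binding each androgen induced over vehicle in these androgen-depleted cells. The 6 vehicle peaks lay at 5 positions. A peak in an intron of RASSF3 was called in both vehicle replicates, at chromosome 12, 64984081–64984232 in replicate 1 and 64984080–64984214 in replicate 2. Replicate 1 also had a peak in an intron of ZBTB16, which encodes an androgen-responsive zinc finger repressor (chromosome 11, 114050154–114050266), a peak 29.0 kb upstream of PARP14 (chromosome 3, 122370585–122370692) and a peak 19.3 kb upstream of MKRN3 (chromosome 15, 23791425–23791588). Replicate 2 also had a peak 14.3 kb upstream of TMC3 (chromosome 15, 81680790–81680864).

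All of these positions were called in each of the 4 androgen lists. The ZBTB16 peak ranked 34 and 156 by width in MeT replicates 1 and 2, and 6 and 10 in DHT replicates 1 and 2. The RASSF3 peak ranked 468 and 906 in MeT and 26 and 189 in DHT. The TMC3 peak had the lowest ranks of the 5 positions in each list, at 720 and 5706 in MeT and 218 and 602 in DHT. Mean peak numbers were 3 ± 1.41 (SD, n = 2) in vehicle, 15490.5 ± 12564.6 (SD, n = 2) in MeT and 3915 ± 2413 (SD, n = 2) in DHT. The log2 ratio of the geometric means was 12.13 for MeT over vehicle (95% confidence interval 7.54 to 16.72) and 10.28 for DHT over vehicle (6.67 to 13.89). Each exact permutation p was 0.333, the smallest this design can give, so neither comparison could pass 0.05. The MeT ratio was 13.07 without MeT replicate 1, 11.19 without MeT replicate 2, 12.63 without vehicle replicate 1 and 11.63 without vehicle replicate 2. The DHT ratio was 10.96 without DHT replicate 1, 9.61 without DHT replicate 2, 10.78 without vehicle replicate 1 and 9.78 without vehicle replicate 2.

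**Figure D1:**
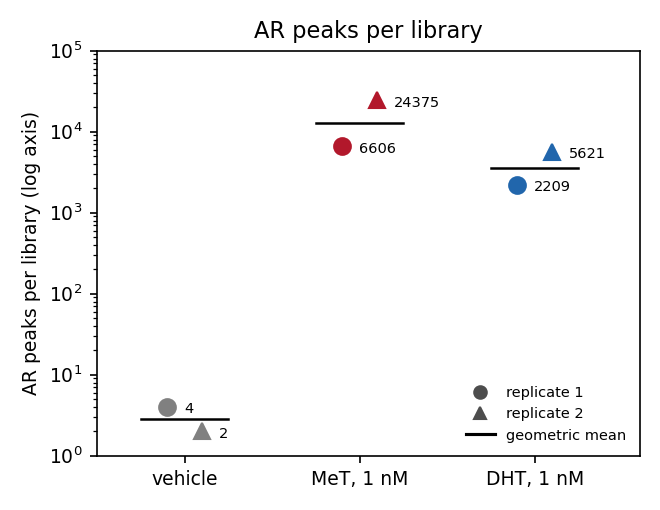
Number of AR peaks in each library on a log axis, by group. Points are single libraries and lines are geometric means of n = 2, and the androgen lists hold between 2209 and 24375 peaks against 4 and 2 in vehicle.

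The second question was whether the 17α-methylated androgen and DHT differed at the same dose and time. MeT gave 3.60 times as many peaks as DHT by geometric means, a log2 difference of 1.85 (95% confidence interval −3.13 to 6.83; exact permutation p = 0.333, the smallest possible). Each MeT library had more peaks than each DHT library, by between 1.18 and 11.03 times. The fold was 2.99 between the replicate 1 libraries and 4.34 between the replicate 2 libraries, for a mean log2 of 1.85 ± 0.38 (SD, n = 2 replicate numbers). Libraries of the same androgen differed by 3.69 times for MeT and 2.54 times for DHT, while the fold between the androgens was 3.60 by geometric means and 3.96 by arithmetic means. The geometric fold was below the larger spread between replicates and the arithmetic fold above it. The log2 difference was 2.79 without MeT replicate 1, 0.91 without MeT replicate 2, 1.17 without DHT replicate 1 and 2.52 without DHT replicate 2.

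Regions called in both replicates numbered 6565 for MeT, 2126 for DHT and 1, the RASSF3 position, for vehicle. MeT consensus regions were 416 bp wide at the median and DHT consensus regions 305.5 bp. Of the DHT regions, 2077 (97.7%, 95% interval 96.97 to 98.3) overlapped a MeT region, against a mean of 0.185% and a highest value of 0.517% in random placements (permutation p over placements = 0.001, the smallest they can give). Of the MeT regions, 2073 (31.6%, 30.5 to 32.7) overlapped a DHT region and are called shared. This share was 8.71% without MeT replicate 1 and 70.0% without DHT replicate 1. The other 4492 MeT regions are called MeT-only, and 49 DHT regions were DHT-only. The DHT-only count was 0 without MeT replicate 1, 1004 of 5615 without DHT replicate 1 and 76 of 2207 without DHT replicate 2. The ratio of consensus sizes was 3.09, but it was 11.5 without MeT replicate 1 and 1.17 without DHT replicate 1. With every list reduced to its 2207 widest peaks, the ratio was 0.800, but list length is then fixed and the sizes reflect how far the replicates overlap, not how many sites each androgen had.

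The shared regions with the best ranks in all 4 lists lay in and near named genes. The first was a region of 1054 bp in an intron of KDM4B, a histone H3 lysine 9 demethylase gene (chromosome 19, 4991501–4992554). The next was a region of 1527 bp in an intron of CRTC1, a coactivator of CREB (chromosome 19, 18808547–18810073). A region in an intron of ZBTB16 (chromosome 11, 114049728–114050484) held the vehicle peak of that gene. A region in an intron of VPS26B (chromosome 11, 134097821–134098644) lay 2.84 kb upstream of the condensin gene NCAPD3. A region in an intron of the gene model ENSG00000272297 lay on chromosome 4 (187467940–187468972). The other 5 were intergenic. They lay 146 kb upstream of ETV3 (chromosome 1, 157253787–157254762), 132 kb downstream of the start of FCRL5 (chromosome 1, 157389536–157390306) and 47.1 kb downstream of the start of SMIM41 (chromosome 12, 52520125–52520963). Another lay 427 kb downstream of the start of BTG1 (chromosome 12, 92111955–92112722), and the last lay 119 kb downstream of the start of MTHFS (chromosome 15, 80070149–80071214).

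The 10 best-ranked MeT-only regions all held a peak of DHT replicate 2. They included introns of SUGCT (chromosome 7, 40279123–40279895), C12orf42 (chromosome 12, 103766806–103767575), TBC1D22A (chromosome 22, 47465894–47466601) and CEP162 (chromosome 6, 84934947–84935627). A region 57.3 kb downstream of the start of KLF4, a pluripotency and epithelial transcription factor gene, lay at chromosome 9, 110195065–110195822. The others had SLC4A3, CYP2A7, COX10, FREM1 and the gene model ENSG00000276418 as the nearest start sites. Of all MeT-only regions, 2520 (56.1%, 54.6 to 57.5) held a peak of DHT replicate 2 and 51 (1.14%) a peak of DHT replicate 1, against a mean of 0.140% for replicate 2 in random placements. The MeT-only set without MeT replicate 1 had 22235 regions, of which 15.6% held a DHT replicate 2 peak. No DHT peak was listed in 1921 MeT-only regions.

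The DHT-only regions with the best ranks lay in introns of BANK1 (chromosome 4, 102842580–102842849), NIBAN2 (chromosome 9, 130341038–130341297, 0.1 kb from its start) and CLTC, the clathrin heavy chain gene (chromosome 17, 57705341–57705617). The others lay upstream of ATP10B (chromosome 5, 160620128–160620408) and of MEF2D, a muscle and neuronal transcription factor gene (chromosome 1, 156480592–156480910). All 49 DHT-only regions (100%, 92.7 to 100) held a peak of MeT replicate 2, against at most 6.12% in random placements. That share was also 100% in the DHT consensus as a whole. No DHT-only region held a peak of MeT replicate 1, which follows from the definition of the set where a MeT replicate 2 peak is present.

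Among single libraries, 99.8% of MeT replicate 1 peaks and 99.9% of DHT replicate 2 peaks overlapped a peak of MeT replicate 2. Of DHT replicate 1 peaks, 96.4% overlapped DHT replicate 2, 96.6% MeT replicate 1 and 99.8% MeT replicate 2. In the other direction, 27.0% of MeT replicate 2 peaks overlapped MeT replicate 1 and 22.95% DHT replicate 2. With the 2207 widest peaks of each library, the overlap was 55.6% between MeT replicates and 69.3% between DHT replicates. It was 62.5% between MeT replicate 1 and DHT replicate 1, 69.1% between MeT replicate 1 and DHT replicate 2, 46.5% between MeT replicate 2 and DHT replicate 1, and 51.8% between MeT replicate 2 and DHT replicate 2. The mean was 62.4% within androgens and 57.5% between androgens, and the ranges overlapped. MeT replicate 1 did not follow the order of the means, as it overlapped each DHT library more than it overlapped MeT replicate 2. With the 500 widest peaks, its overlap was 36.6% with MeT replicate 2, 48.2% with DHT replicate 1 and 57.8% with DHT replicate 2.

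Shared regions held the wider peaks of both MeT libraries. In MeT replicate 1 the median width was 305 bp for 2083 peaks in shared regions and 222 bp for 4505 peaks in MeT-only regions. The probability that a shared peak was the wider was 0.826 (permutation p = 1e-05, the smallest the resamples can give). In MeT replicate 2 the medians were 477 and 388 bp and the probability was 0.765 (permutation p = 1e-05). With the MeT replicate 2 peaks in 10 equal groups by width, 80.7% of the widest and 0.246% of the narrowest were also called in MeT replicate 1. For DHT replicate 2 these shares were 73.9% and 0.205%. For DHT replicate 1 they were 45.5% and 0%, which allows up to 0.158%.

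**Figure D2:**
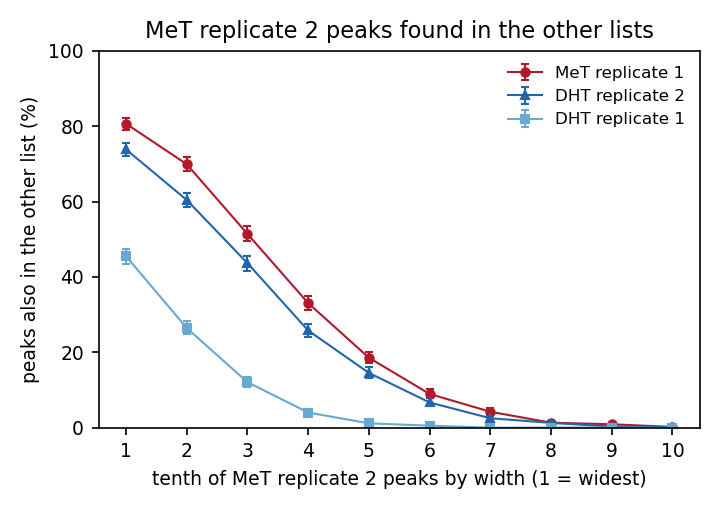
Percent of MeT replicate 2 peaks that overlap a peak of each other androgen library, for 10 equal groups of peaks from the widest to the narrowest. Points are shares with Wilson 95% intervals and lines are single libraries. The share in MeT replicate 1 is 80.7% in the widest group and 0.246% in the narrowest.

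The androgen response element, the palindrome bound by AR dimers, was found in 51.95% of shared regions against 12.5% of their flanks, a difference of 39.4 points (37.02 to 41.8). It was found in 40.7% of MeT-only regions against 13.2% of flanks, a difference of 27.5 points (25.9 to 29.1). Of the DHT-only regions, 28 of 49 (57.1%, 43.3 to 70.0) held it, against 6.12% of flanks (adjusted exact p = 6.57e-11). The forkhead motif, bound by the AR pioneer factor FOXA1, was found in 34.7% of shared and 34.7% of MeT-only regions, against 7.72% and 7.30% of flanks. In DHT-only regions its share was 36.7% against 4.08% (adjusted exact p = 1.66e-06). Shared regions held the androgen response element more often than MeT-only regions by 11.3 points (8.69 to 13.9; adjusted exact p = 1.65e-16). For forkhead the difference was 0.0261 points (−2.43 to 2.52).

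Other motifs differed less from the flanks. GATA was found in 30.4% of shared regions against 24.4% of flanks, and in 31.8% of MeT-only regions against 25.1%. HOXB13, a prostate homeobox factor, had its motif in 2.99% of shared and 3.65% of MeT-only regions, against 0.965% and 1.31% of flanks. The AP-1 motif was found in 4.53% against 3.30% (adjusted exact p = 0.0421) and in 3.96% against 2.89% (adjusted exact p = 0.00297). The interferon response element was less frequent than in flanks, at 2.03% against 3.38% in shared regions (adjusted exact p = 0.00728) and 2.67% against 3.41% in MeT-only regions (adjusted exact p = 0.0446). MeT-only regions with a DHT peak showed little difference, at 2.995% against 3.306% (unadjusted exact p = 0.493). Those without a DHT peak had 2.24% against 3.54% (unadjusted exact p = 0.00768). The NFI motif passed the test in MeT-only regions, at 1.11% against 0.545% (adjusted exact p = 0.00149). The half-site was found in 42.4% of shared, 36.5% of MeT-only and 24.5% of DHT-only regions, against 15.4%, 16.4% and 9.18% of flanks. In all, 6 of 12 motifs were more frequent than in flanks in shared regions, 7 in MeT-only regions and 3 in DHT-only regions. NKX3-1, ETS, E2F and CTCF motifs did not pass the test in any set. Among MeT-only regions, the androgen response element was found in 44.3% of those with a DHT peak and 35.8% of those without (difference 8.58 points, 5.69 to 11.4; adjusted exact p = 9.22e-08).

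**Figure D3:**
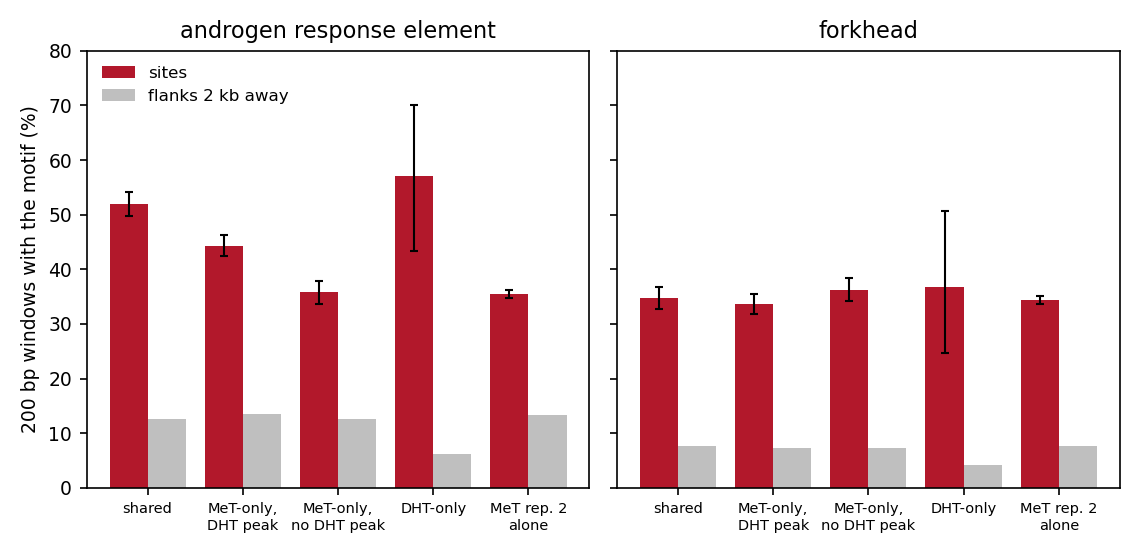
Percent of 200 bp windows with the androgen response element and with the forkhead motif in 5 sets and in their flanks. The sets are shared regions, MeT-only regions with and without a DHT peak, DHT-only regions and regions called in MeT replicate 2 alone. Error bars are Wilson 95% intervals, and every set lies above its flanks for both motifs.

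Intergenic positions held 45.3% of MeT consensus regions (44.1 to 46.5) and 45.4% of DHT consensus regions. They held 53.4% of random placements of the MeT regions (51.7 to 55.1). All placements in this paragraph are of the MeT regions and were not made for the DHT set. Introns held 48.9% of MeT and 48.4% of DHT regions, against 41.8% of placements. Promoters held 2.73% of MeT and 3.10% of DHT regions, against 2.45% (2.10 to 3.14) of placements. The intergenic share was 45.3% in both shared and MeT-only regions, and 57.1% (43.3 to 70.0) in the 49 DHT-only regions. Of 19856 protein-coding genes, 8049 (40.5%) had a MeT region within 100 kb and 3452 (17.4%) a DHT region. These and the gene counts below use consensus regions. Of all MeT-only regions, 57.2% held a peak of at least 1 DHT library. A gene without a DHT region can therefore still have a DHT peak nearby.

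Androgen-induced genes were the list called for both androgens. A MeT region lay within 100 kb of 35 of 38 genes against 16.9 in random lists, and a DHT region near 28 of 38 against 7.48 (each permutation p = 0.0001, the smallest the random lists can give; adjusted permutation p = 0.0015). FKBP5, which encodes a co-chaperone of steroid receptors (chromosome 6, 35541362–35696360), had 10 MeT and 5 DHT regions. The nearest to its start was a shared region in an intron at 35695693–35696135, 0.446 kb away. ZBTB16 had 8 MeT and 3 DHT regions, the transporter gene ABCC4 had 7 and 2, HERC3 had 6 and 2, and the potassium channel gene KCNN2 had 5 and 2. KLK3, which encodes prostate-specific antigen (chromosome 19, 51358171–51364020), had 4 MeT and 3 DHT regions, among them a shared region 4.04 kb upstream of its start at 51353827–51354433. The serine protease gene TMPRSS2 (chromosome 21, 42836227–42903043) had 4 and 1. The region upstream of KLK3 also lay within 100 kb of its neighbours KLK2 and KLK4, so these members were not independent. The KLK genes and TMPRSS2 were outside the naming rule and were chosen after their values were seen. A MeT region without a DHT region lay near 7 genes, SGK1, PLPP1, ORM1, ORM2, DHCR24, INSIG1 and CENPN. ORM1 and ORM2 were counted through the same region. TSC22D3, MAF and ADAMTS1 had neither, though each had a MeT region when MeT replicate 1 was left out. These 10 genes were also named after their values were seen. The counts were 38 of 38 against 30.8 in random lists without MeT replicate 1 and 33 of 38 against 15.5 without DHT replicate 1 (adjusted permutation p = 0.0015 for each).

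**Figure D4:**
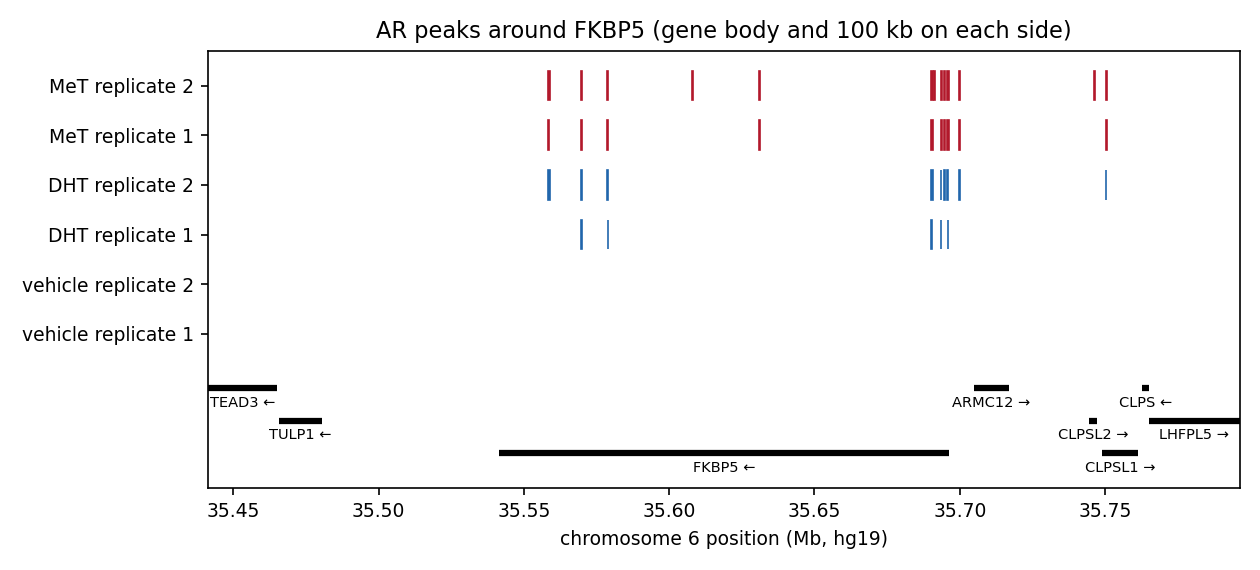
AR peaks of the 6 libraries across FKBP5 and 100 kb on each side, by position on chromosome 6 in hg19. Each vertical mark is a peak and bars below are gene bodies with an arrow for the strand. MeT replicates 1 and 2 have 10 and 13 peaks, DHT replicates 5 and 9, and vehicle replicates 0.

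Androgen-repressed genes had MeT regions near 6 of 7 members against 2.91 in random lists (permutation p = 0.0185, adjusted permutation p = 0.139) and DHT regions near 2 of 7 (adjusted permutation p = 0.935), so neither count passed the test. The MeT count was 6 of 7 against 5.50 without MeT replicate 1 (adjusted permutation p = 0.884), and the DHT count was 4 of 7 against 2.66 without DHT replicate 1 (adjusted permutation p = 0.755). AR itself (chromosome X, 66763863–66950461) had 1 MeT-only region in an intron at 66866849–66867242. UGT2B15, which encodes an androgen-glucuronidating enzyme, had 1 MeT-only region 0.139 kb upstream of its start (chromosome 4, 69536341–69536677). The same region was the only MeT region counted for UGT2B17, so these members were not independent. UGT2B17 was named for this after its values were seen. OPRK1 had a shared region in a UTR exon, ACKR3 a shared intergenic region, and MET a MeT-only intronic region.

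AR cofactors and prostate lineage factors had MeT regions near 12 of 20 genes (9.68 in random lists, adjusted permutation p = 0.595) and DHT regions near 6 of 20 (4.42, adjusted permutation p = 0.935). GRHL2, an epithelial transcription factor gene (chromosome 8, 102504667–102681954), had 7 MeT and 5 DHT regions, the nearest in an intron 2.96 kb from its start. NKX3-1, a prostate homeobox gene that was also in the androgen-induced list, had 4 and 1, SPDEF had 4 and 2, NCOR1 had 3 and 1, NCOA3 had 2 and 1, and ERG had 1 and 1. GATA3 had 2 MeT regions and no DHT region. FOXA1, HOXB13, NCOA1, CREBBP and MED1 had 1 MeT region each and no DHT region. Without DHT replicate 1 the DHT count was 11 of 20 (8.89 in random lists, adjusted permutation p = 0.755).

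For DNA replication, MeT regions lay near 12 of 26 genes (10.6 in random lists, adjusted permutation p = 0.755) and DHT regions near 2 of 26 (4.45, adjusted permutation p = 0.958). RFC3, POLA1 and GINS3 had 2 MeT regions each and no DHT region, MCM6 had 2 and 1, and GINS1 had 1 and 0. For DNA repair, MeT regions lay near 12 of 28 genes (13.4, adjusted permutation p = 0.964) and DHT regions near 3 of 28 (5.91, adjusted permutation p = 0.958). The homologous recombination gene BRCA1 and the Fanconi anaemia gene FANCC had 2 MeT regions each and no DHT region. The mismatch repair gene MLH1 and the end-joining kinase gene PRKDC had 2 and 1 each. NBN, of the MRN complex, had 1 shared region in its intron, 1.44 kb from its start (chromosome 8, 91013737–91014296). Neither list was called for either androgen. Without MeT replicate 1 the MeT counts were 19 of 26 (20.5 in random lists, adjusted permutation p = 0.885) and 23 of 28 (23.7, adjusted permutation p = 0.885). Without DHT replicate 1 the DHT counts were 8 of 26 (9.63) and 10 of 28 (12.3), each with an adjusted p of 0.967.

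DNA methylation and Polycomb genes had MeT regions near 6 of 11 members (5.35 in random lists, adjusted permutation p = 0.777) and DHT regions near 3 of 11 (2.32, adjusted permutation p = 0.935). The de novo methyltransferase gene DNMT3A had 1 shared intergenic region 152 kb downstream of its start (chromosome 2, 25413424–25413778). DNMT3L had 1 shared region in an intron of GATD3 (chromosome 21, 45608446–45608817). UHRF1, which encodes a cofactor of maintenance methylation, had the KDM4B region 88.9 kb from its start. TET1, TET2 and SUZ12 had 1 MeT-only region each. No consensus region lay within 100 kb of DNMT1 or DNMT3B, which were named after their values were seen. Without MeT replicate 1 the MeT count was 11 of 11 (9.46 in random lists, adjusted permutation p = 0.553), and without DHT replicate 1 the DHT count was 5 of 11 (4.96, adjusted permutation p = 0.953). DNMT1 and DNMT3B thus had a MeT replicate 2 peak within 100 kb that the consensus left out.

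Viral sensing and interferon genes had MeT regions near 4 of 25 members, against 9.43 and a middle 95% of 5 to 14 in random lists, and DHT regions near 2 of 25 against 3.90. The test was for higher counts, and the adjusted p values were 0.9955 and 0.958. A low count was not tested. The MeT count lay within the middle 95% at 10 kb (3 against 2.81, 0 to 6) and at 50 kb (4 against 5.93, 2 to 10). It lay below without matching on length (4 against 10.1, 5 to 15) and with the reciprocal overlap (3 against 8.25, 4 to 13). The kinase gene TBK1 had 3 MeT and 2 DHT regions, the nearest in an intron of XPOT. MX1, an interferon-induced GTPase gene beside TMPRSS2, had 3 and 2, the nearest in its intron (chromosome 21, 42805479–42805951). STAT1 had 1 MeT-only region, and TLR3 had 1 in a coding exon (chromosome 4, 187004902–187005332). Without MeT replicate 1 the MeT count was 17 of 25 (19.03 in random lists, adjusted permutation p = 0.885), and without DHT replicate 1 the DHT count was 6 of 25 (8.51, adjusted permutation p = 0.967).

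MHC class I presentation genes had MeT regions near 7 of 16 members (5.49 in random lists, adjusted permutation p = 0.745) and DHT regions near 3 of 16 (2.19, adjusted permutation p = 0.935). The peptide-trimming aminopeptidase gene ERAP2 had 3 MeT regions and 1 DHT region, the nearest in its intron (chromosome 5, 96223191–96223661). HLA-A, a class I heavy chain gene, had 2 and 1, the nearest 20.8 kb upstream (chromosome 6, 29888045–29888521). CALR had 1 shared region. HLA-E, B2M, ERAP1 and PDIA3 had 1 MeT region each and no DHT region, at 87.1 kb from the start for B2M. The region of ERAP1 was also counted for ERAP2. Without MeT replicate 1 the MeT count was 15 of 16 (11.6, adjusted permutation p = 0.148), and without DHT replicate 1 the DHT count was 9 of 16 (4.94, adjusted permutation p = 0.214).

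Lipid and sterol synthesis genes had MeT regions near 7 of 17 members (7.24 in random lists, adjusted permutation p = 0.909) and DHT regions near 5 of 17 (3.13, adjusted permutation p = 0.935). HMGCR, the rate-limiting enzyme gene of cholesterol synthesis (chromosome 5, 74632154–74659826), had 5 MeT regions and no DHT region, the nearest 0.132 kb upstream of its start at 74631849–74632194. FASN, ACACA, ELOVL5 and ELOVL7 of fatty acid synthesis and elongation had 3 and 2 each. Steroid metabolism genes had MeT regions near 10 of 18 members (7.27, adjusted permutation p = 0.595) and DHT regions near 2 of 18 (3.09, adjusted permutation p = 0.958). UGT2B28 had 5 MeT and 2 DHT regions, the nearest 0.169 kb upstream of its start (chromosome 4, 70145812–70146235). UGT2B11 had 4 and 0, UGT2B7 had 2 and 0, HSD17B11 had 1 and 0, and HSD17B6 had 1 and 1. The nearest UGT2B28 region also lay within 100 kb of UGT2B11. UGT2B15 and UGT2B17 were in this list too and were counted through the same region, so its members were not independent. Without MeT replicate 1 the MeT counts were 13 of 17 (13.7, adjusted permutation p = 0.885) and 18 of 18 (14.1, adjusted permutation p = 0.0802). Without DHT replicate 1 the DHT counts were 9 of 17 (6.61, adjusted permutation p = 0.755) and 7 of 18 (6.60, adjusted permutation p = 0.953).

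Marker lists of other cell types, 12 genes each, gave the level away from prostate genes. MeT regions lay near 6 liver, 5 skeletal muscle, 4 neuron, 4 leukocyte and 3 fibroblast markers, against 4.02, 4.31, 5.60, 4.26 and 4.88 in random lists. DHT regions lay near 2, 2, 2, 2 and 1 of them, against 1.63, 1.80, 2.53, 1.75 and 2.03. The smallest adjusted p among these lists was 0.595 for MeT and 0.935 for DHT. The liver gene F2 and CYP3A4 had 1 shared region each, and HP, FGA and FGB had 1 MeT-only region each, the same region for FGA and FGB. Among muscle genes TTN had 2 MeT regions and 1 DHT region, DES had 1 shared region, and RYR1, ACTA1 and TNNI2 had 1 MeT-only region each. The neuronal genes SYT1 and RBFOX3 had 3 and 1 each, and SNAP25 and MAP2 had 1 and 0. The leukocyte gene PTPRC and the fibroblast gene FAP had 2 and 1 each, LCK had 1 and 1, and CD3D, CD3E, PDGFRB and FBLN1 had 1 and 0. CD3D and CD3E were counted through the same region. Without MeT replicate 1 the MeT counts were 12, 10, 9, 9 and 10 of 12, against 8.63, 8.79, 9.90, 8.80 and 9.44, with a smallest adjusted p of 0.104. Without DHT replicate 1 the DHT counts were 3, 4, 5, 5 and 2 of 12, against 3.64, 3.94, 5.09, 3.89 and 4.41, with a smallest adjusted p of 0.855.

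In the 15 lists, no gene had a DHT region without a MeT region. DHT-only regions lay near only 124 of the 19856 genes (0.62%), so this says little about the lists. It also depended on DHT replicate 1. Without that library, DHT regions lay near 9 of 16 MHC class I genes, against 7 for MeT. At an unadjusted permutation p under 0.05, 2 lists passed for MeT and 1 for DHT. The difference between the androgens in the number of list members with a region was not tested.

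**Figure D5:**
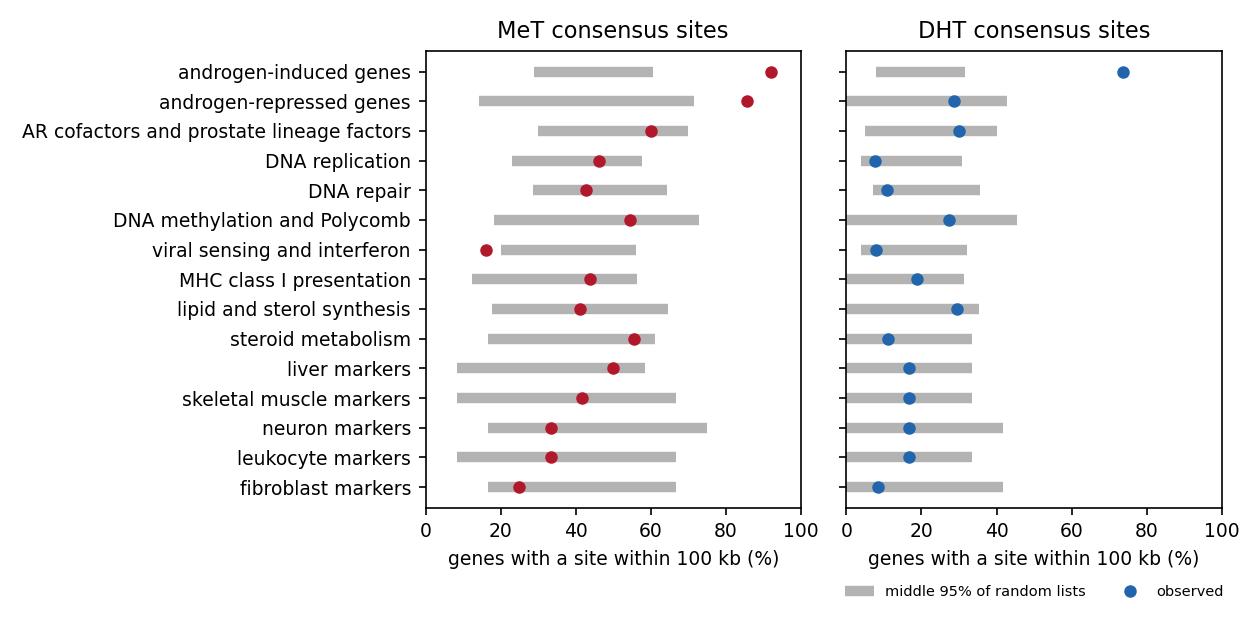
Percent of the genes of each list with a MeT or DHT consensus region within 100 kb. Points are observed shares and grey bars are the middle 95% of 10000 random lists matched on gene length. Androgen-induced genes lie above the bar for both androgens. For MeT, androgen-repressed genes lie above it and viral sensing and interferon genes lie below it. The latter were within the bar's range at 10 and 50 kb, which are not drawn.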

Values the study reported

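In LNCaP cells given either androgen at 1 nmol/L for 4 hours, the study described the AR binding sites under MeT as about 3-fold more numerous than those under DHT, and nearly every DHT site as also bound under MeT. From read density it reported stronger AR signal under MeT at shared sites. It also saw AR binding under DHT at many sites first classed as MeT-specific, and so named them MeT-enriched. Near its own DNA repair and replication gene sets, AR signal rose strongly with MeT and less with DHT. Read density and those gene sets were not compared here.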

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

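The counts with other contigs kept, the test of peak widths in DHT-only regions, the number of DHT-only regions without each library and the share of MeT-only regions with a DHT peak without MeT replicate 1 were chosen after the other results were seen.

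Peaks on contigs outside the standard chromosomes stood apart because the comparisons of regions did not use them and vehicle had 0. They were part of the peak numbers per library. They numbered 6 and 18 in MeT replicates 1 and 2, and 2 and 6 in DHT replicates 1 and 2. With them kept, the consensus held 6571 regions for MeT and 2128 for DHT.

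Regions called in MeT replicate 2 alone were not used in the comparisons between consensus regions and made up 16773 of the 24381 regions of all libraries joined (68.8%). The androgen response element was found in 35.5% of them against 13.35% of their flanks, which are the control here. False calls of a permissive list would hold the element no more often than flanks, and the difference of 22.1 points (21.3 to 22.95) argues against that for the set as a whole. A deeper library or a stronger immunoprecipitation in that replicate may account for the extra peaks, and this stays open because read depths were not in the files. No biological explanation was tested, since both MeT replicates had the same treatment.

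The MeT consensus was larger than the DHT consensus. A candidate explanation is that MeT-only regions are weaker members of a common set of sites. Shared peaks were the wider with a probability of 0.826 and 0.765 in MeT replicates 1 and 2, and 56.1% of MeT-only regions held a DHT replicate 2 peak, both of which that explanation needs, though the share was 15.6% of 22235 regions without MeT replicate 1. A different kind of site with another motif content may also contribute, since at matched width shared regions held the androgen response element more often by 13.8 points (10.6 to 17.0), but forkhead differed by −2.61 points (−5.74 to 0.53), and width is a noisy match for strength. Sequencing depth or immunoprecipitation yield cannot be told apart from the androgen, because libraries of 1 androgen differed by up to 3.69 times, against 3.60 times between the androgens by geometric means and 3.96 times by arithmetic means, and depth was unknown, so the biological difference between MeT and DHT also stays open.

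The 49 regions in the DHT consensus and not in the MeT consensus lacked a peak in MeT replicate 1, and their number depends on single lists, at 0 without MeT replicate 1, 1004 without DHT replicate 1 and 76 without DHT replicate 2. They may be sites near the calling threshold in MeT replicate 1. Of these regions 100% (92.7 to 100) held a peak in MeT replicate 2, but so did all DHT consensus regions, so this share alone does not mark them out. Their MeT replicate 2 peaks were narrower than those of shared regions, with medians of 370 and 477 bp. The probability that the shared peak was the wider was 0.827 (permutation p = 1e-05, the smallest the resamples can give). A weaker site needs this, but absence from MeT replicate 1 marks all of these regions and went with narrower peaks in general. All MeT replicate 2 peaks not found in MeT replicate 1 had a median of 267 bp, and those in MeT-only regions 388 bp. The DHT-only median lay between these, so the width does not settle the explanation. False calls without a receptor motif would hold the androgen response element about as often as flanks, and the share of 57.1% against 6.12% argues against that for the set, while a preference of any of these sites for DHT was not tested.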

How the results depend on the processing

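The alternatives with other contigs kept, with the MeT replicate 1 list against the DHT replicate 2 list, those for MeT-only regions with a DHT peak and for the number of DHT-only regions, and all those for androgen against vehicle were chosen after the data were seen. Of values that answer a comparison, 115 under alternatives were counted as kept, 28 moved and 1 reversed. Kept mostly meant the same direction and either the same side of the threshold or a value within its spread or counting interval. Consensus sizes, their ratio, numbers of DHT-only regions and numbers of lists called had another rule. These were counted as kept when within a fixed fold of the main value, whatever their spread. Of the other values, 229 were counted as kept, 4 moved and 3 reversed. Some kept values could not change. Leaving out a DHT library cannot alter the MeT consensus size, nor can leaving out a MeT library alter the DHT size. Leaving out MeT replicate 2 could alter little on the MeT side, because 99.8% of MeT replicate 1 peaks overlapped a peak of that library. For gene lists that did not pass, only the side of the threshold was counted, and some changed direction. AR cofactors had MeT regions near 12 genes against 9.68 in random lists, but near 6 against 7.44 at 50 kb. The 224 gene list alternatives all stayed on their side of the threshold, but without MeT replicate 1 some counts were at their maximum (11 of 11 DNA methylation and Polycomb genes at p = 0.184 by permutation) and say nothing about stability. The rank and annotation results kept their direction. So did the difference of the equal-length means, which the overlaps of MeT replicate 1 did not follow. Leaving out 1 library, so that the other list stood for its condition, gave 6565–24357 MeT regions, 2126–5615 DHT regions and a ratio of 1.17–11.5. It gave 82.1–100% of DHT regions in MeT and 8.71–70.0% of MeT regions in DHT. The low ends of the sizes, 6565 and 2126, were the main values, from runs that left out a library of the other androgen. The share of MeT-only regions with a DHT replicate 2 peak was 15.6–55.8% without a MeT library, and DHT-only regions numbered 0–1004 without an androgen library. The replicate block gives the same log2 ratio of peaks, 1.85, by arithmetic and so tests nothing about it. The replicate 1 lists gave 96.6% of DHT regions in MeT, and the replicate 2 lists gave 24357 and 5615 regions with 99.9% and 22.95% overlap. The MeT replicate 1 list against the DHT replicate 2 list gave 5615 DHT regions, a ratio of 1.18, and 82.0% and 69.7%. The widest 50% of each list gave 3266 and 1024 regions with 95.9% and 30.0%. Lists of equal length gave 1222 MeT regions, a reversed ratio of 0.800, and 52.3% and 65.1%. In these settings fewer or other peaks entered by construction, which moves the sizes. At equal length the ratio follows from the replicate overlaps of 55.6% for MeT and 69.3% for DHT and does not compare numbers of sites. A 50% reciprocal overlap gave 81.3% of DHT regions in MeT, as the stricter rule removes matches. Base pairs covered gave log2 ratios over vehicle of 13.42 for MeT and 11.31 for DHT, because the unit also counts width. The forkhead difference between shared and MeT-only regions, 0.0261 points, reversed to −1.98 in 100 bp windows, to −1.77 without DHT replicate 1 and to −0.302 without DHT replicate 2 (leave-one-out range −1.77 to 0.661), and the cause was not tested. The planned threshold on q values, the switch from score to width, which was already the rank in use, and the repeat share with its 400 bp window were not run. Unknown read depth limits all comparisons of list length.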

Other observations

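The genes, windows and chromosomes named in this part were chosen after their values were seen. The genes with the most MeT regions within 100 kb were mostly long. NAALADL2 (1372 kb) had 16 MeT and 4 DHT regions, PDE4D, a cAMP phosphodiesterase gene (1553 kb), had 12 and 3, FKBP5 had 10 and 5, and FBXL17 had 10 and 1. LPAR3, a lysophosphatidic acid receptor gene of 81.6 kb, had 9 and 1, and the thyroid hormone receptor gene THRB had 9 and 2. MeT regions without any listed DHT peak numbered 6 near NAALADL2, 5 near PDE4D and 1 near FKBP5. They numbered 3 near FBXL17, 5 near LPAR3 and 5 near THRB. The densest window of 500 kb held LPAR3 and MCOLN2 (chromosome 1, 85000001–85500000), with 11 MeT regions and 1 DHT region. A window with the membrane metalloprotease gene MME (chromosome 3, 154500001–155000000) held 10 and 3. A window without protein-coding genes (chromosome 18, 71000001–71500000) held 9 and 5.

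MeT consensus regions numbered 2.30 per Mb over all chromosomes. Chromosome 15 had the highest density, at 3.29 per Mb, and chromosome X had 0.728. MeT-only regions without any DHT peak lay within 100 kb of 3096 protein-coding genes. The GC content of 200 bp windows was 39.3% in shared and 38.5% in MeT-only regions, against 41.1% and 40.7% in flanks. Among the 5 vehicle positions, 3 held an androgen response element and 3 a forkhead motif.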
